A study of Homo sapiens with 4 samples. Its data were reported in "GRB2 Promotes Malignant Behaviors of Breast Cancer by Modulating the Global Expression and Alternative Splicing Profiles in SK‐BR‐3 Cells Through Binding mRNA" (2025).

How the data were processed

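GRB2-bound RNA was measured by fRIP-seq, in which formaldehyde-fixed cells are lysed, RNA bound to a protein is pulled down with an antibody and the recovered RNA is sequenced. SK-BR-3, a HER2-overexpressing breast cancer cell line, was used. The methods of the study name a GRB2 antibody, while its Western blot caption for the immunoprecipitates names an anti-Flag antibody. Its list of groups also names GRB2 overexpression, for RNA-seq libraries. Whether endogenous or tagged GRB2 was pulled down is therefore not clear. The labels name 4 libraries, 2 from the GRB2 immunoprecipitate (IP) and 2 from the matched Input, with replicate numbers 1 and 2 in each group. Nothing in the labels says whether the replicates came from separate cultures, so agreement between them may be technical. The methods of the study mention a control IgG antibody, but no IgG library and none of the study's RNA-seq libraries were analysed here. The labels describe second-strand marking with dUTP, and the deposited strand of each peak was kept. They also describe mRNA capture beads, and whether this step was used for the IP and Input libraries is not clear from them.

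The authors aligned reads with HISAT2 to GRCh38, discarded duplicate alignments and called peaks in each IP library on its own. The methods of the study name Piranha and ABLIRC for this step, and ABLIRC compares the depth within a gene with randomly placed reads. The submitters' processing notes name HISAT2, HOMER and GRCh38; versions are not given in the sources used here. The deposited files held 1 table per IP replicate, with 1 entry per peak, and no peak of a table overlapped another of that table on the same strand. The deposited read counts gave the whole number of IP and Input reads in each peak. The deposited RPKM values were reads scaled by peak length and by a fixed library total. The authors' signal was the maximum coverage (depth) within a peak, and its position was given beside it. The deposited log2 fold compared IP with Input for each peak, was damped at low counts and was never under 1, so that every deposited peak was at least doubled over Input. The authors' p-value compared 1 IP library with 1 Input library per peak, and the test behind it is not given in the sources used here. Folds and p-values are the authors' own and were used to describe, rank or filter peaks within a list. IP against Input was not tested on these peaks because they were kept for their fold. For the peaks with the highest folds, reads per library total were compared directly, with 3 Input reads per library as the bound where Input held 0 and an exact 95% counting interval otherwise.

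Library totals were recovered from the deposited counts and RPKM values as reads divided by peak length in kb and by RPKM, over peaks with more than 50 reads in the library concerned. They were 11.5 M reads in IP replicate 1, 13.4 M in IP replicate 2, 4.48 M in Input replicate 1 and 4.08 M in Input replicate 2, where M stands for 1e+06. At the median peak length, a count of 3 reads, the limit that a count of 0 allows, corresponds to 0.366 and 0.308 RPKM in the IP libraries and to 0.942 and 1.01 RPKM in the Input libraries. Counting intervals cover counting error only, since PCR copies are not independent molecules.

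Gene positions and exons came from GENCODE release 44 on GRCh38. The release used by the authors differs from it. Of 5439 gene identifiers with a sense or antisense peak, 5433 were found without their version, and 1 more (SOD2) was matched by its symbol. Region classes are those of the deposited files. A peak of the exonic class was put in the subclass (CDS, 5′ UTR, 3′ UTR, non-coding exon or intron) that held most of it. A peak was shared when it overlapped a peak of the other replicate by at least 1 base on the same strand. The reference was 100 random placements of each peak within its own gene, or within a 50 kb window outside genes (20 placements for the reciprocal, strand-free, centre-based, at least 4-fold and intron-restricted alternatives). The position of sense peaks relative to annotated exons was compared with 1 random placement per peak by Fisher's exact test. A gene was called bound when it held at least 1 shared sense peak.

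Gene lists (24), some on themes that the study had reported for genes with peaks in these libraries, were written before the data were examined. For 23 of them the share of bound genes was compared with 10000 random lists of the same size, drawn from 19983 protein-coding genes in 20 bins of gene length. The two-sided permutation p was adjusted over the lists by Benjamini and Hochberg. The list of nuclear non-coding RNAs was only counted. The lists that the study chose as bound were chosen on these libraries, so they are given as counts. The adjustment over 23 lists includes them, and adjusting over the other 21, an alternative chosen after seeing the data, changed 0 calls. The genes named in the text were fixed by rule before the data were examined. They are the 10 genes with the most shared peaks, the 5 protein-coding genes with the most shared peaks per 100 kb among those of at least 20 kb with at least 5 shared peaks, the 5 genes with the most shared peaks in CDS and UTRs, the 5 shared peaks with the highest lower-of-both fold, the genes the study named as bound, GRB2 and the 4 EGFR-family receptors, and up to 3 members of each list with an adjusted p under 0.05. Not every gene that the rule takes is printed. Names outside this rule are marked where they occur.

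Words of the sense strand were counted in intronic peaks and in a window of the same length at a random position of the same gene outside peaks, and shares were compared per replicate by McNemar's exact test over pairs, adjusted by Benjamini and Hochberg over the 6 tests of 3 words in 2 replicates (4 tests for Alu). UUAGC was also ranked by density among all words of 5 bases. Alu elements, the most abundant short repeats of the human genome, were found with BLAST 2.17.0 (blastn) as matches of at least 30 bases with an e-value of at most 1e-05 to an AluY consensus sequence written by hand. Windows were found for 66017 of 66926 peaks and for 70069 of 70957 peaks.

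Peaks are not independent replicates, and p-values over peaks measure the peaks of 1 library. Alternatives changed the overlap rule, the fold minimum, the placement, the annotation, the window and the Alu match, and left out each replicate in turn. Those chosen after seeing the data were windows of 50 bases to each side of the position of maximum depth and Alu matches in intronic peaks alone. The length of all protein-coding genes as the expectation for chromosomes was also chosen then. So was a minimum of 4 on the deposited, damped fold, where the methods of the study state 4 times the Input abundance. The steps were tested on simulated data. With 30% of 66926 peaks planted on peaks of the other replicate, the shared percentage was 53.4 against 33.4 at random; without planting it was 33.2 against 33.3. Over 100 simulated lists of 45 genes among 19983, the list test gave a p under 0.05 in 6% without an effect and in 92% with about 50% of the unbound members set as bound. The word test ranked a word planted in 20% of 5000 sequences at position 1. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used, with a fixed random seed of 20.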

Results

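RNA bound by GRB2, an adaptor protein that couples receptor tyrosine kinases to Ras signalling, was measured by fRIP-seq (formaldehyde-crosslinked RNA immunoprecipitation followed by sequencing) in SK-BR-3 cells, a HER2-overexpressing breast cancer line. The series held 2 GRB2 immunoprecipitates (IP) and 2 Inputs. IP replicates 1 and 2 held 4295838 and 5167922 reads in their deposited peaks, 37.2% and 38.5% of library totals of 11.5 M and 13.4 M reads. Input replicates 1 and 2 held 221916 and 205319 reads in the same peaks, 4.95% and 5.03% of library totals of 4.48 M and 4.08 M reads. Because nothing in the labels says that the replicates came from separate cultures, the spread between them may be technical.

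The first question was whether GRB2 peaks recurred between the IP replicates. IP replicate 1 gave 66926 peaks (median length 711 bases) and IP replicate 2 gave 70957 (median length 726 bases), on 23 chromosomes. Of these, 49359 peaks of IP replicate 1 (73.8%) overlapped a peak of IP replicate 2 on the same strand, and 48201 peaks of IP replicate 2 (67.9%) overlapped a peak of IP replicate 1. Random placement of each peak within its own gene gave means of 33.1% and 30.7%, and no placement exceeded 33.6% or 31.1% (permutation p = 0.0099 for each replicate, 1-sided, the smallest that 100 placements can give). Among peaks with a fold of at least 8, 1702 of IP replicate 1 (57.1%) were shared, against 10.4% at random. Placement within the same gene holds the gene constant but not its read depth, and shared peaks of IP replicate 1 held a median of 35 IP reads against 16 in the others.

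**Figure D1:**
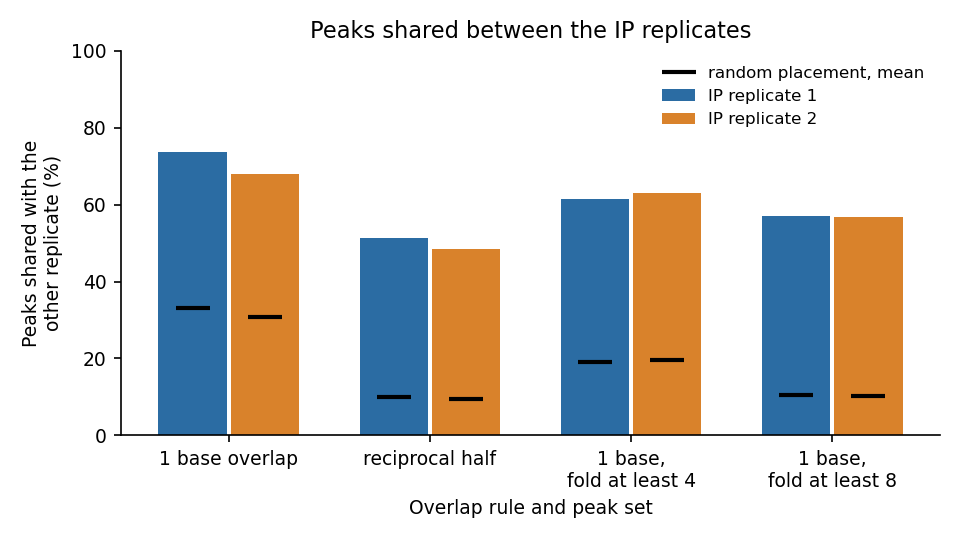
Percentage of peaks of each IP replicate that were shared with the other, for 4 combinations of overlap rule and fold minimum. Bars are observed percentages and black lines are means of random placements within genes, which lie below every bar.

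The second comparison asked which parts of transcripts GRB2 peaks covered. Introns held 59682 peaks of IP replicate 1 (89.2%, exact 95% interval 88.9 to 89.4) and 63118 of IP replicate 2 (89.0%, 88.7 to 89.2). Intergenic regions held 6.54% and 6.62%, the strand opposite to a gene 1.90% and 2.08%, and non-coding exons 1.00% and 0.944%. Mature mRNA regions held few peaks, with 0.710% and 0.651% in 3′ UTRs, 0.524% and 0.562% in coding sequence, and 0.161% and 0.182% in 5′ UTRs. Protein-coding genes held 84.7% and 84.6% of peaks. Long non-coding RNA genes held 6.76% and 6.98% of peaks.

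Introns make up most of the length of genes, so sense peaks were also compared with random positions in the same genes. In IP replicate 1, 92.2% of sense peaks in genes lay off all annotated exons, against 83.8% of random positions (odds ratio 2.30). In IP replicate 2 the percentages were 92.1 and 83.7 (odds ratio 2.26; Fisher's exact test, two-sided, p below the printable limit of 1e-300 in each replicate). Peaks are not independent replicates, and neighbouring peaks of a gene may come from the same RNA molecules. Peaks had also passed a fold minimum over Input, and random positions had not. The median Input RPKM of peaks was 1.42 and 1.35 in coding sequence against 0.38 and 0.31 in introns. The filter may thus remove exonic regions more often, so the odds ratios cannot separate a preference of GRB2 for introns from the filter.

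**Figure D2:**
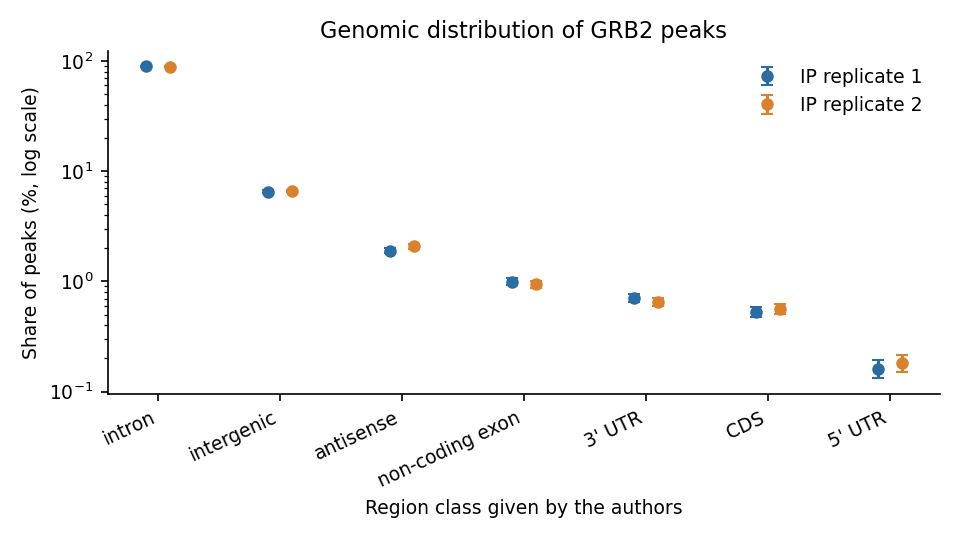
Percentage of peaks (log scale) in each region class given by the authors, with exact 95% intervals, for both IP replicates. Introns held 89.2% and 89.0% of peaks.

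The third comparison concerned abundance in the IP relative to the Input. The authors' log2 fold had a median of 1.66 in IP replicate 1 (3.15-fold, quartiles 1.32 and 2.08) and of 1.61 in IP replicate 2 (3.05-fold, quartiles 1.30 and 2.03). Intronic peaks of IP replicate 1 had a median of 1.66, against 1.39 in coding sequence, 1.40 in 3′ UTRs, 1.69 on the opposite strand and 1.70 in intergenic regions. In IP replicate 2 the opposite strand (1.63) and intergenic regions (1.63) also lay above introns (1.61). By this damped fold, 19459 peaks (29.1%) and 18706 peaks (26.4%) reached at least 4. By reads per library total more peaks did so. The ratio of Input reads to the number expected at equal abundance had upper quartiles of 0.198 and 0.183 over all peaks. Across the 49359 shared peaks of IP replicate 1, the folds of both replicates correlated with a Spearman coefficient of 0.594 and a Pearson coefficient of 0.690, across peaks, which are not independent replicates.

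The 5 shared peaks with the highest fold by the authors' measure lay in introns and beside pseudogenes, and 4 of them had 0 Input reads in both replicates. Without Input reads that fold follows the density of IP reads, so the order of these peaks is not an order of abundance over Input, and bounds at 3 Input reads per library are given for them instead. An intergenic peak on the minus strand of chromosome 8 (85759500 to 85759735, GRCh38) had 257 and 306 IP reads and was at least 33.3-fold and 31.0-fold higher in the IP. Its neighbours are the pseudogenes REXO1L10P and REXO1L9P, and another of the 5 peaks lay in the same array at 85813681 to 85813831 on the plus strand (56 and 59 IP reads, at least 7.25-fold and 5.97-fold). An intron of DNAAF5, a factor for assembly of ciliary dynein arms, held a peak on chromosome 7 (736891 to 737016) with 60 and 71 IP reads (at least 7.77-fold and 7.19-fold). An intron of DOCK1, a guanine nucleotide exchange factor for Rac, held a peak on chromosome 10 (126957180 to 126957450) with 91 and 108 IP reads (at least 11.8-fold and 10.9-fold). An intron of the non-coding NUTM2B-AS1 held a peak on chromosome 10 (79752213 to 79752603) with 515 IP and 5 Input reads in replicate 1 (ratio per library total 40, counting interval 17 to 124) and 633 IP and 2 Input reads in replicate 2 (96.1, 26.5 to 795). How reads that match several REXO1L copies were assigned is not known from the sources used here.

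These folds describe peaks that were kept for their fold, so IP was not tested against Input. Input reads were few, with 0 reads in 33.1% and 40.7% of peaks and a median of 1 read per peak in each Input library, and the authors' p-value was 0.05 or more for 32.4% and 39.5% of peaks.

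The fourth question was which genes carried GRB2-bound RNA. At least 1 sense peak lay in 4480 genes in IP replicate 1 and in 4660 in IP replicate 2, and 3578 genes held a shared peak, among them 2933 protein-coding genes (14.7% of 19983) and 363 long non-coding RNA genes. Peaks often ran in dense series along a gene. RABGAP1L, a Rab GTPase-activating protein (chromosome 1, 174159410 to 174995308), held 331 shared peaks, and all its sense peaks of each replicate covered 38.7% and 41.2% of the gene. DOCK3, an exchange factor for Rac (chromosome 3, 50674927 to 51384198), held 277 shared peaks, and all its sense peaks covered 42.9% and 41.5%. CCSER1 held 272 and GPHN, the gene of the synaptic scaffold gephyrin, 213. Next came SCFD2 with 174 shared peaks, the DNA repair scaffold SPIDR with 171, RANBP17 with 162, the ciliary gene WDPCP with 161, and IMMP2L and VPS13B with 148 each.

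Relative to gene length, the zinc finger gene ZNF680 ranked first with 78.7 shared peaks per 100 kb, and all its sense peaks covered 66.4% and 67.4% of the gene. It was followed by IPPK, an inositol phosphate kinase, with 65.0, the myo-inositol transporter gene SLC5A3 with 64.3, ZBED4 with 60.7 and MTG1 with 59.8. The 5 genes with the most shared peaks in coding sequence or UTRs were also examined. Such peaks made up 13 of 15 shared peaks in the corepressor gene SIN3B, 12 of 13 in NOPCHAP1 (20 sense peaks in IP replicate 2 alone), 10 of 40 in the kinase gene FRK, 9 of 10 in MAN1B1 and 8 of 29 in SOD2, the mitochondrial superoxide dismutase.

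Across all 3578 genes the median was 5 shared peaks, 1261 genes held at least 10, and the 100 genes with the most held 23.0% of shared sense peaks. Longer genes held more, with a Spearman coefficient of 0.471 between shared peaks and length across bound protein-coding genes, which are not independent replicates. At a deposited, damped fold of at least 4, chosen after seeing the data, the number of bound genes was 1599.

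The fifth comparison took the genes that the study named as bound by GRB2. All 11 genes named for changed expression held a shared peak, with 190 shared peaks in all. DIP2C (chromosome 10, 274201 to 689668) held 115 of them (median log2 fold 1.79 and 1.82), SMAD3, a transducer of TGF-β signals (chromosome 15, 67063763 to 67195173), held 29 (1.30 and 1.43), and MESD, a chaperone of LDL receptor family proteins (chromosome 15, 80946289 to 80989828), held 11 (1.74 and 1.68). DEK, a chromatin protein (chromosome 6, 18223860 to 18264548), held 6 with a median log2 fold of 3.51 and 3.38. TRPS1 held 8 shared peaks, LYPLA1 7, CPA4, MYO1E, RMND5A and TPD52L2 3 each, and ETF1 2. When each peak had to overlap at least 50% of its partner in both directions, CPA4 held 0, MYO1E and RMND5A 1 each and TRPS1 5. These small counts also moved when all sense peaks of 1 replicate were counted. IP replicates 1 and 2 held 22 and 9 in TRPS1, 13 and 6 in MYO1E, 5 and 7 in RMND5A, 11 and 9 in LYPLA1, 3 and 5 in ETF1 and 6 and 10 in DEK.

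All 7 genes named for changed splicing also held a shared peak, 64 in all. CUL4A, a scaffold of ubiquitin ligases (chromosome 13, 113208193 to 113267108), held 11 with a median log2 fold of 3.16 and 3.35, most of them in the 5′ part of the gene. KITLG held 14, CYRIB 11 (18 with all sense peaks of IP replicate 2), FBXO22 and YY1AP1 10 each, and KLC1 2. Both lists were chosen by the study on these samples, so their counts are not independent evidence of binding. Of 26 other genes that the study named for expression or splicing, 4 held a shared peak, namely TANK, ARHGAP17, SLMAP and NCOA6, which are named here after their values were seen.

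**Figure D3:**
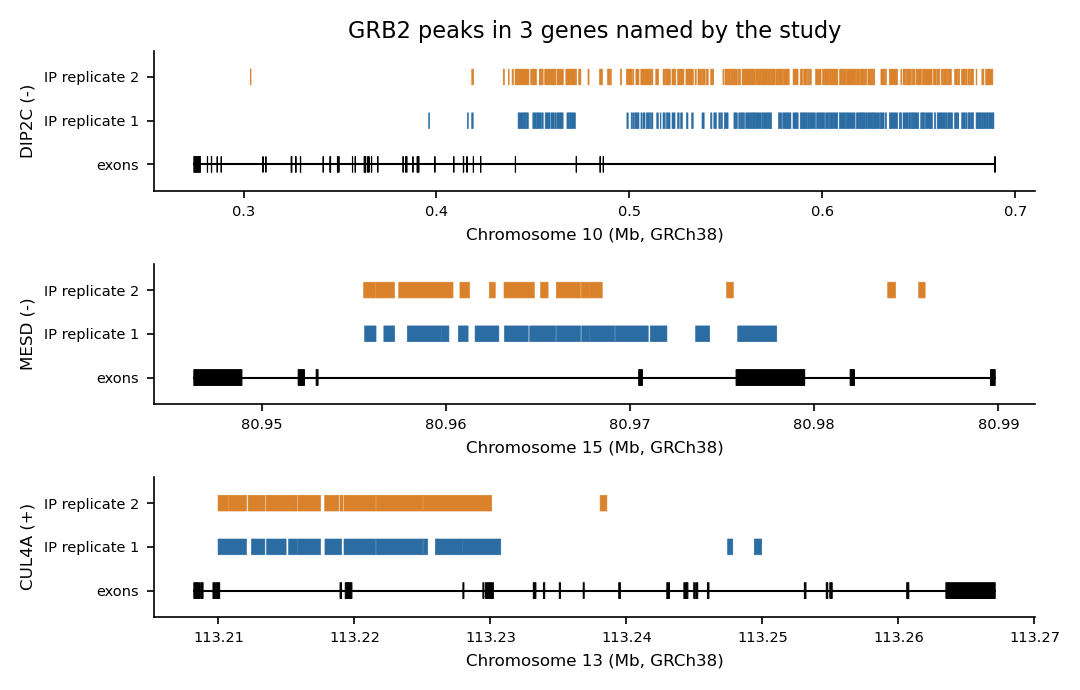
Sense peaks of both IP replicates along DIP2C, MESD and CUL4A, with merged exons of all annotated transcripts in black (position in Mb, GRCh38). Features narrower than a thin line are drawn at the width of that line, and DIP2C peaks lie mostly in its 5′ part.

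Among GRB2 and its receptors, EGFR held 9 shared peaks (median log2 fold 1.82 and 1.83). ERBB2, the gene of HER2, held 0 peaks in each replicate, as did ERBB3 and ERBB4. GRB2 itself held 2 and 4 peaks, of which 0 were shared. The deposited tables list only regions kept as peaks, so a count of 0 does not show that an RNA was absent from the IP.

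The sixth comparison asked whether groups of functionally related genes held shared peaks more often than genes of similar length. Apart from the lists that the study chose as bound, 21 lists were tested. Of these, 9 did so more often and 1 less often at an adjusted p under 0.05, and 12 had an unadjusted p under 0.05. The study had already reported chromatin remodelling, cell division, DNA damage responses and serine phosphorylation for genes with peaks in these libraries. The lists of chromatin remodelling, cell division, DNA damage response and serine-threonine kinase genes are therefore not an independent test. Small GTPase regulators reached 43 of 50 genes (86.0%) against 41.0% in length-matched lists. They included ARHGAP32 with 138 shared peaks, SIPA1L1 with 109 and TBC1D22A with 81. Protein transport and vesicle traffic reached 35 of 52 genes (67.3% against 34%), including the exocyst genes EXOC4 with 115 and EXOC6B with 103 shared peaks. Ubiquitin ligases and genes of ubiquitin-dependent proteolysis reached 35 of 51 genes (68.6% against 38.1%; UBE2E2, SMURF1 and FBXL17), chromatin remodelling 32 of 50 (64.0% against 35.2%; ATRX, KDM4C and EHMT1), and splicing factors and RNA-binding proteins 21 of 58 (36.2% against 13.3%; RBFOX2, QKI and MBNL1). For each of these 5 lists the adjusted permutation p was 0.00066, from an unadjusted p of 0.0002, the smallest that 10000 random lists can give in a two-sided test.

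Serine-threonine kinases outside the MAPK and PI3K pathways held shared peaks in 31 of 51 genes (60.8% against 36%, adjusted permutation p = 0.0031), including STK3 with 141, SRPK2 with 97 and MAST2 with 89. Actin cytoskeleton genes reached 24 of 48 (50% against 30.4%, adjusted permutation p = 0.0064; LPP, MYO5B and PDLIM5). Cell division genes reached 18 of 45 (40% against 22.3%, adjusted permutation p = 0.0142), including MAD1L1 with 134, CENPP with 67 and CEP192 with 49. Cytosolic ribosomal protein genes, which are short, reached 4 of 46 (8.70% against 1.81%, adjusted permutation p = 0.0257). RPL5 and RPS9 held 2 shared peaks each, RPS24 held 1, and RPS7, named after its value was seen, held 1. With all sense peaks of 1 replicate counted, RPL5 held 4 in IP replicate 2 and RPS24 2 in IP replicate 1. This call was lost with at least 2 shared peaks per gene (adjusted permutation p = 0.27), and without length matching the difference turned to -6.00 percentage points (adjusted p = 0.366 in Fisher's exact test).

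Long neuronal and muscle genes, included as long genes of other tissues, held shared peaks in only 3 of 40 (7.50% against 41.4%, adjusted permutation p = 0.00066). These were MACROD2 with 59, NRXN3 with 35 and CTNNA2 with 1. Length matching in bins was coarse for this list. Its median length was 1117 kb, while the longest 1999 protein-coding genes had a median of 266 kb. Without length matching the difference was -7.19 percentage points and did not pass (adjusted p = 0.338 in Fisher's exact test). Fibroblast, endothelial and blood cell markers reached 2 of 28 (7.14% against 15.9%, adjusted permutation p = 0.379), namely CDH5 and ITGAM, both named after their values were seen.

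Several lists did not pass. Ras-MAPK genes reached 13 of 30 (43.3% against 25.2%) and PI3K-AKT-mTOR genes 14 of 27 (51.9% against 30.7%), each with an adjusted permutation p of 0.0532. DNA damage response genes reached 18 of 45 (40% against 28.0%, adjusted permutation p = 0.151). These 3 lists passed when any peak of IP replicate 1 or of IP replicate 2 alone was counted in place of shared peaks and when length was not matched, and Ras-MAPK genes also passed with at least 2 shared peaks. ErbB and GRB2 adaptor signalling genes reached 7 of 30 (23.3% against 26.9%, adjusted permutation p = 0.997), the same adjusted p as luminal and HER2-type epithelial genes with 3 of 30 (TRPS1 and ACACA among them), genes around ERBB2 on chromosome 17 with 1 of 25 (WIPF2) and replication-dependent histone genes with 1 of 36 (H4C8). ACACA, WIPF2 and H4C8 are named after their values were seen. The direction of these differences is not settled. With all peaks of IP replicate 1 or of IP replicate 2 alone counted, the difference of the ErbB and GRB2 list, -3.56 percentage points, turned to 11.5 and 13.4, that of luminal genes to 0.581 and 6.52 and that of genes around ERBB2 to 2.22 and 1.64. Without length matching the ErbB and GRB2 list turned to 8.67 and histone genes to -11.9, and with at least 2 shared peaks they turned to 0.425 and -0.879. None of these passed. Abundant housekeeping mRNAs reached 2 of 27 (PGK1 and TPT1, named after their values were seen) and mitochondrially encoded genes 0 of 15, of which 13 were tested, each with an adjusted permutation p of 1. Matched lists reached only 0.908% for the mitochondrially encoded genes, and no deposited peak lay on the mitochondrial genome. A lower share could therefore not have been called for them. The other genes named by the study had an adjusted permutation p of 0.926.

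Lists were matched for gene length but not for expression in SK-BR-3 cells, for which no measurement was analysed here. Among genes with a peak, 0 of the lists differed in shared peaks per 100 kb (lowest adjusted permutation p = 0.137).

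**Figure D4:**
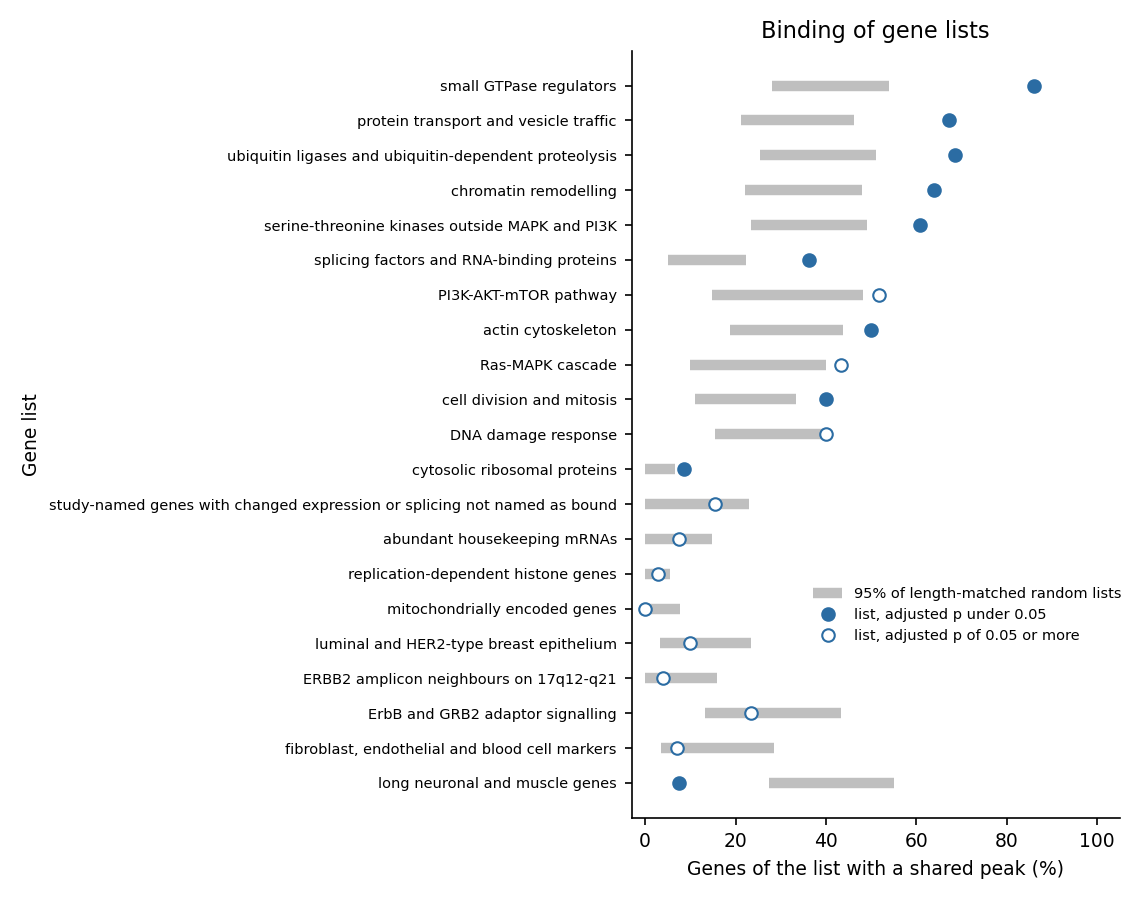
Percentage of genes with a shared peak in each of 21 lists (circles, filled for an adjusted p under 0.05) and the central 95% of 10000 length-matched random lists (bars). Small GTPase regulators lie at 86.0% and long neuronal and muscle genes at 7.50%.

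The seventh comparison examined words that the study had named as motifs of intronic GRB2 peaks. The study found them in peaks of these same libraries, so their excess over windows is not independent evidence of a motif. UUGGUUGG occurred in 3.43% of intronic peaks of IP replicate 1 against 1.5% of windows in the same genes, a ratio of 2.28, and the ratio was 2.17 in IP replicate 2. UAGGUUG occurred in 7.43% against 4.68%, with ratios of 1.59 and 1.56. UUAGC differed least, with 51.7% against 49.9% in IP replicate 1 (ratio 1.04, exact McNemar adjusted p = 3.4e-11) and 52.5% against 50.4% in IP replicate 2 (ratio 1.04, adjusted p = 2.2e-15). For the other words the adjusted p of the exact McNemar test was at most 1.1e-85, and values were adjusted over the 6 tests of 3 words in 2 replicates. By density UUAGC ranked 415 and 389 among all words of 5 bases, and UUGGU ranked first with a ratio of 1.38 in each replicate. The study ranked motifs, for which it names HOMER, and not exact words by density, so its ranks cannot be set against these.

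In peaks with a fold of at least 8 the ratio of UUGGUUGG was 5.88 and 4.90. Against windows 500 bases away from the peak, it fell to 1.30 and 1.31 (exact McNemar adjusted p = 0.00117 and 0.00018), the ratio of UAGGUUG turned to 0.785 and 0.802 and that of UUAGC was 1.00 and 1.01 (exact McNemar p = 0.725 and 0.349). Such windows were found for only a part of the peaks, and the 56191 and 59379 peak and window pairs of the first comparison are not independent replicates.

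**Figure D5:**
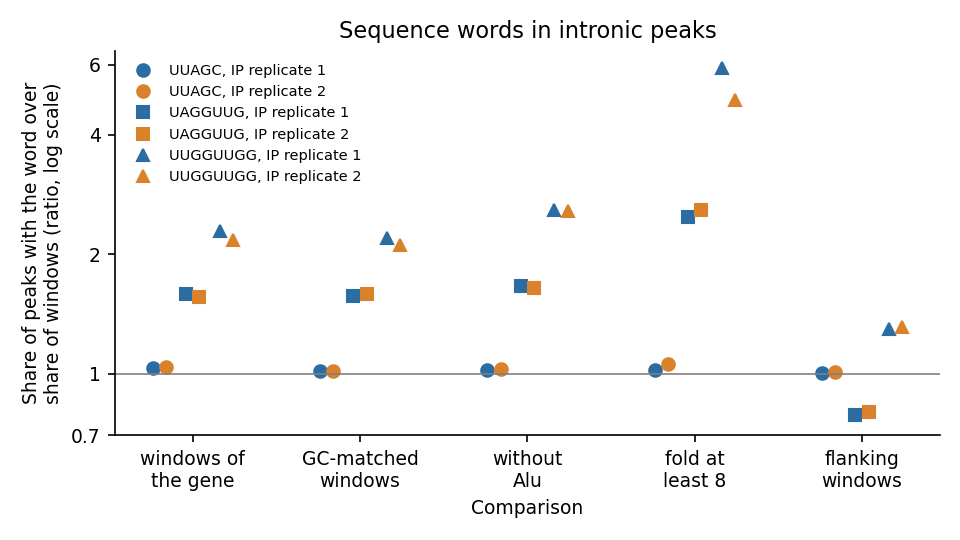
Ratio (log scale) of the percentage of intronic peaks with a word to the percentage of windows with it, for 3 words, both IP replicates and 5 choices of peaks or windows. UUGGUUGG lies above 1 in every comparison shown, and UAGGUUG falls below 1 against flanking windows, which were found for only a part of the peaks.

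Alu elements, short repeats that are common in introns, were compared in the same way. Antisense Alu matches were less frequent in peaks than in windows, with 16.7% against 21.3% in IP replicate 1 (ratio 0.780) and 17.3% against 21.6% in IP replicate 2 (ratio 0.802), with an adjusted p of at most 8.3e-98 in the exact McNemar test. Sense Alu matches had ratios of 0.990 (adjusted p = 0.395) and 0.975 (adjusted p = 0.0339) in exact McNemar tests adjusted over 4 tests. Against flanking windows the sense ratio reversed to 1.67 and 1.65. Near the position of maximum depth it reversed to 2.08 and 2.10, and the antisense ratio was 0.942 and 0.976, which no longer passed in IP replicate 2 (exact McNemar adjusted p = 0.254).

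By chromosome, shared sense peaks in protein-coding genes were compared with the length of bound protein-coding genes. Chromosome 7 had the highest ratio of observed to expected shared peaks, 1.23 (counting interval 1.19 to 1.27), followed by chromosomes 8 and X with 1.18 each and chromosome 14 with 1.17. Chromosome 19 had the lowest, 0.729 (390 peaks, 0.658 to 0.805), followed by chromosome 17, which carries ERBB2, with 0.743, and chromosome 22 with 0.790. The order depended on the expectation. With whole chromosome length in its place, chromosome 7 had a ratio of 1.43, chromosome 3 1.29, chromosome 14 1.28, chromosome 8 1.03 and chromosome X 0.714. Chromosome 17 rose to 0.871, and chromosomes 19 (0.490), 21 (0.568) and 22 (0.651) were lowest. The length of all protein-coding genes in its place was chosen after seeing the data. With it, chromosome 14 was highest with 1.46, before chromosome 7 with 1.27, chromosome X was 0.910 and chromosome 19 was lowest with 0.352. These intervals are too narrow because peaks cluster within genes, and copy number was not measured.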

Values the study reported

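The study gave 40,710 as the overlap between IP1 and IP2. It described peaks as selected when IP abundance exceeded the Input by more than 4 times.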

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

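Windows of 50 bases to each side of the position of maximum depth and Alu matches in intronic peaks alone were chosen after seeing the data. So were the deposited fold minimum of 4 and the length of all protein-coding genes as the expectation for chromosomes. The adjustment of lists without those that the study chose was also chosen then. Sharing between replicates stayed above random placement under every overlap rule and fold minimum tried. The share of intronic peaks, 89.1% as the mean of both replicates, was 87.7% at a fold of at least 8, 89.4% at a fold of at least 4, 90.4% by bases covered, and 84.1% when introns were taken from the reference annotation. The median log2 fold was 1.63 as the mean of both replicates and 1.75 with the replicates paired as a block over shared peaks, which are deeper. The number of bound genes was 3578, and 1599 at a deposited, damped fold of at least 4.

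The 12 lists past the threshold, which include both lists that the study chose as bound, all kept their call without either replicate. With at least 2 shared peaks 11 did so, and ribosomal proteins did not (3.22 percentage points, adjusted permutation p = 0.27). Without length matching 10 did so, and ribosomal proteins and long neuronal and muscle genes (-7.19) did not. With shared peaks per 100 kb among genes with a peak, 0 passed, and the difference in the median turned to -0.463 for chromatin remodelling, -1.66 for actin, -0.884 for transport and -0.369 for DNA damage response. The other lists that turned sign did not pass in either direction, apart from ribosomal proteins, and are given as differences in percentage points unless said otherwise. Without length matching, ErbB and GRB2 signalling turned to 8.67, ribosomal proteins to -6.00, housekeeping mRNAs to -7.28 and histones to -11.9. With at least 2 shared peaks, ErbB and GRB2 signalling turned to 0.425, housekeeping mRNAs to -0.787 and histones to -0.879. Without replicate 1 or 2, ErbB and GRB2 signalling ranged from 11.5 to 13.4, luminal genes from 0.581 to 6.52 and neighbours of ERBB2 from 1.64 to 2.22, and housekeeping mRNAs from -0.621 to 6.24. Housekeeping mRNAs with a peak turned to -2.94 shared peaks per 100 kb. Among lists that had not passed, 3 did so when any peak of a single replicate counted. Without replicate 1 and without replicate 2, the adjusted permutation p was 0.0145 and 0.030 for Ras-MAPK genes, 0.0368 and 0.030 for PI3K-AKT-mTOR genes, and 0.025 and 0.0138 for DNA damage response genes. These 3 also passed without length matching (adjusted p = 0.00026, 1.6e-05 and 6.3e-05 in Fisher's exact test), and Ras-MAPK genes passed with at least 2 shared peaks (adjusted permutation p = 0.038).

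Flanking windows were found for only a part of the peaks. Against them, UUGGUUGG fell to 1.30 and 1.31, UAGGUUG turned to 0.785 and 0.802, UUAGC was 1.00 and 1.01 without passing, and sense Alu turned to 1.67 and 1.65. UUAGC in IP replicate 1 no longer passed at a fold of at least 8 (1.02) or near maximum depth (1.03). Sense Alu turned to 1.08 and 1.07 for matches of at least 100 bases, to 1.02 and 1.01 in intronic peaks, and to 2.08 and 2.10 near maximum depth, and passed at 0.744 in IP replicate 1 at a fold of at least 8. Antisense Alu in IP replicate 2 did not pass near maximum depth (0.976). With whole chromosome length as the expectation, chromosome 20 turned to 1.03 and chromosome X to 0.714. Chromosomes 2, 3 and 10 (1.06, 1.29 and 1.04) and 4 and 18 (0.962 and 0.777), whose intervals had included 1, also changed sides, and chromosome 17 rose to 0.871. With the length of all protein-coding genes, chromosome 20 turned to 1.01, 13 to 1.24, 11 to 0.986 and X to 0.910. Chromosomes 2, 3 and 9 (1.05, 1.09 and 1.05) and 18 (0.937), whose intervals had included 1, also changed sides. Chromosome 17 fell to 0.688. The causes of these changes were not tested. Of 91 named genes, 65 kept their number of shared peaks within 1.5 times when peaks had to overlap by at least 50% in both directions, 75 without replicate 1 and 79 without replicate 2. Depth limits folds, since 59.3% and 64.4% of peaks held 0 or 1 Input reads.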

Other observations

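The tests of the Alu share, of the opposite strand, of position along genes, of the Input's content and of Input depth were chosen only after the result was seen, and the test of UUAGC without Alu was chosen before.

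Nuclear non-coding RNAs held shared peaks in 6 of the 26 genes on their list, of which 25 are annotated, and the genes here are named after their values were seen. NEAT1, the scaffold RNA of paraspeckles (chromosome 11, 65422774 to 65445540), held 9 shared sense peaks, and its sense peaks covered nearly the whole gene, with 181188 and 214376 IP reads, 4.22% and 4.15% of all IP reads in peaks. It also held 6.90% and 6.79% of the Input reads in peaks, and its median log2 fold over shared peaks was 2.31 and 2.32. MALAT1, another abundant nuclear RNA from the same region, held 1 peak in IP replicate 1 and 0 in IP replicate 2. Only regions kept for their fold over Input are listed, so this does not show that MALAT1 was absent from the IP. FTX held 85 shared peaks, PVT1 27, LINC-PINT 13, and SNHG14 and JPX 2 each. With all sense peaks of IP replicate 1 or 2 counted, the numbers were 39 and 44 in PVT1, 24 and 24 in LINC-PINT and 4 and 10 in JPX.

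An intron of the glycolytic gene GPI, named after its values were seen, held the intronic peak with the most reads (chromosome 19, 34385043 to 34393138), with 14572 IP and 151 Input reads in replicate 1 and 22379 IP and 200 Input reads in the overlapping peak of replicate 2 (log2 fold 4.93 and 4.79). In the adaptor list, NCK2 held 26 shared peaks, NCK1 25, GAB1 13, CBL 10, PLCG1 6 and CBLB 3, all named after their values were seen. IP replicates 1 and 2 alone held 34 and 44 sense peaks in NCK2, 13 and 18 in CBL and 6 and 8 in CBLB.

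At a minimum of 4 on the deposited, damped fold, 11975 peaks of IP replicate 1 overlapped a peak of IP replicate 2. This is lower than the overlap quoted from the study above, but the study states its minimum as 4 times the Input abundance. By reads per library total more peaks reached 4-fold, so these numbers do not share a minimum. Without the minimum of 4, 49359 peaks of IP replicate 1 and 48201 of IP replicate 2 overlapped the other replicate. By at least 50% in both directions 34346 did so, and the quoted overlap lies between these values. The study calls its minimum adjustable, and which set of peaks, unit and overlap rule it counted is not clear.

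Shared peaks ran densely along introns of a subset of long genes. Genomic DNA in the IP would place peaks on both strands, but only 2.03% and 2.23% of peaks within genes lay on the opposite strand, which argues against it. Shared intronic peaks in genes of at least 50 kb lay before the midpoint of the gene more often than random positions did, by 12 and 11.7 percentage points, and a candidate explanation is unspliced RNA caught while being transcribed, a hypothesis found and tested on the same data. An Input with less unspliced RNA than the IP cannot be told apart from binding by GRB2, because 0% of deposited regions lay under 2-fold, and no region kept without a fold filter was at hand. A control IgG library was not analysed here, so unspecific recovery of nuclear RNA stays open as well.

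UUAGC was slightly more frequent in intronic peaks than in windows of the same genes. Without Alu the ratio was 1.02 and 1.03, and 0.566 and 0.661 of its excess over 1 was kept, with a counting interval of 0.0585 to 1.07 for the former. This test, chosen beforehand, decided nothing by itself, because the ratio was so near 1 from the start that the values met what was predicted both with and without a role of Alu. The difference in sense Alu share could give, at its upper bound, only 13.8% and 9.59% of the difference in UUAGC share, which argues against sense Alu as the main source. No biological explanation was tested.

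Input reads in peaks lay far below the number expected at equal abundance, at 0.133 and 0.131 of it. In peaks of at least 100 IP reads the median of this ratio was 0.109 and 0.114, its upper quartile 0.198 and 0.203. The median expected numbers were 65.3 and 53.1 reads. Every deposited peak was at least 2-fold over Input by the damped fold, so the filter caps this ratio. With so many reads expected, counting error alone would hardly give ratios this low in a peak. Regions with more Input reads were not kept, however, so this test cannot decide whether Input depth plays a part. In peaks of under 20 IP reads the median expected number was 5.44 and 4.25, too few to measure a fold, and low Input depth cannot be told apart from binding in them. Selection of peaks by their fold stays open for both sets of peaks.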
